# Transcriptomic dataset for early inflorescence stages of oil palm in response to defoliation stress

**DOI:** 10.1016/j.dib.2022.107914

**Published:** 2022-02-03

**Authors:** Ardha Apriyanto, Walter Ajambang

**Keywords:** Complete defoliation, Flower development, Leaf axil, NGS, RNA-seq, Sex determination

## Abstract

Oil palm breeding and seed development have been hindered due to the male parent's incapacity to produce male inflorescence as a source of pollen under normal conditions. On the other hand, a young oil palm plantation has a low pollination rate due to a lack of male flowers. These are the common problem of sex ratio in the oil palm industry. Nevertheless, the regulation of sex ratio in oil palm plants is a complex mechanism and remains an open question until now. Researchers have previously used complete defoliation to induce male inflorescences, but the biological and molecular mechanisms underlying this morphological change have yet to be discovered. Here, we present an RNA-seq dataset from three early stages of an oil palm inflorescence under normal conditions and complete defoliation stress. This transcriptomic dataset is a valuable resource to improve our understanding of sex determination mechanisms in oil palm inflorescence.

## Specifications Table

**Table:** 

Subject	Biological sciences
Specific subject area	Omics: Transcriptomics
Type of data	Table Figure
How the data were acquired	Paired-end sequencing on Illumina HiSeq 2000 platform
Data format	Raw - Fastq Analyzed - Count Table
Description of data collection	Total RNA was extracted from three different inflorescence stages of control (untreated) and defoliation stress (treated)
Data source location	Institution: Research and Development, PT. Astra Agro Lestari Tbk City/Town/Region: Pangkalan Lada, Kalimantan Tengah Country: Indonesia Latitude and longitude for collected samples/data: (2°25′36.0′′ S, 111°47′08.1′′ E).
Data accessibility	All data in this article are available at NCBI, BioProject (PRJNA769249) Direct URL to data: https://www.ncbi.nlm.nih.gov/bioproject/769249 and Gene Expression Omnibus (GSE186394) Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186394
Related research article	*W. Ajambang, S.W. Ardie, H. Volkaert, G.F. Ngando-Ebongue, S. Sudarsono, Comparative expression profiling of three early inflorescence stages of oil palm indicates that vegetative to reproductive phase transition of meristem is regulated by sugar balance, Functional plant biology FPB 42 (2015) 589–598.*https://doi.org/10.1071/FP14343*.*

## Value of the Data

• This transcriptomic dataset is a valuable resource for investigating the biological mechanism of inflorescence development in oil palm.
• The data provide transcriptomic alterations caused by defoliation stress of early inflorescence stages of oil palm.
• The dataset can be used to accelerate research on elucidating the mechanism of oil palm sex determination.

## 1 Data Description

The transcriptome dataset of three early phases of an oil palm (*Elaeis guineensis* Jacq.) inflorescence under normal conditions and complete defoliation stress is described in this article. The design experiment and plant used for the data collection can be seen in Fig. 1. and the detail about the research background can be seen in a related research article [1].

**Fig. 1:**
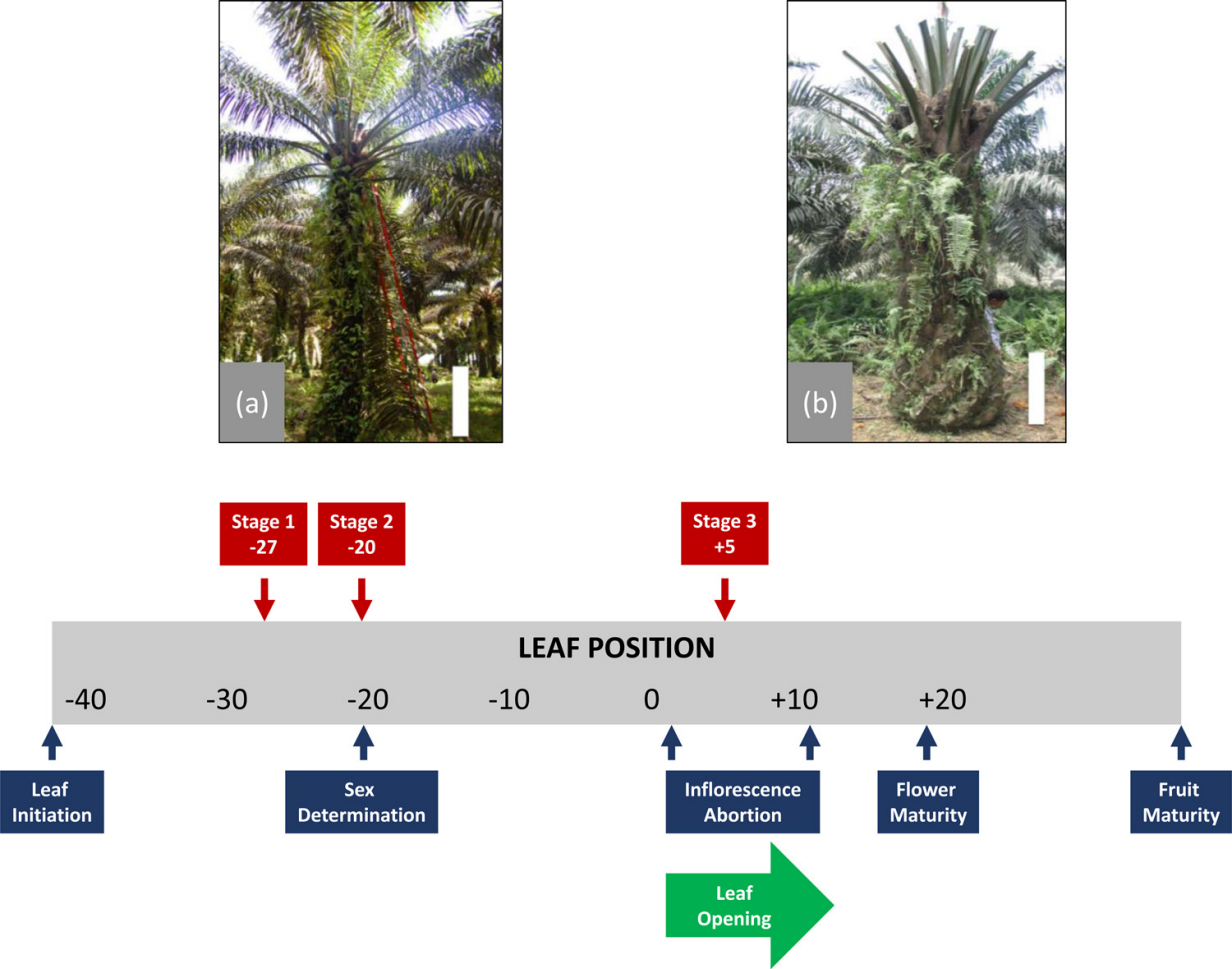
The oil palm plant in the field and the design experiment for obtaining this dataset. Plant with normal condition (a) and complete defoliation (b). Bar scale = 1 m. The schematic of inflorescence development was adapted from [2].

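The experiment had 6 RNA-seq libraries, 1 for each combination of treatment (control, or stress by complete defoliation) and leaf axil (-27, -20 or +5, which the paper numbers as stages 1, 2 and 3). The 3 libraries of a treatment came from 1 tree, since 1 control tree and 1 defoliated tree, both 15 years old, were felled 45 days after the treatment. The spread between the libraries of a treatment is therefore a spread between leaf axils of a tree, and the treatment and the tree cannot be told apart. The authors aligned untrimmed reads with HISAT2, quantified gene abundances with StringTie and deposited the FPKM of each gene in each library. FPKM relates the fragments of a gene to its length and to the mapped fragments of the library, so the deposited values are already scaled for gene length and library size. The paper names estimated read counts and FPKM for its differential expression analysis, and DESeq2 for the test. Counts were not used here, and DESeq2 was not run. In its place, log2(FPKM + 1) was tested with limma (empirical Bayes with a mean-variance trend) over the 18728 genes with an FPKM of at least 1 in at least 3 libraries. The paper's criteria were kept, a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.01. A fold change on the log2(FPKM + 1) scale understates the change of genes with low values.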

Transcriptomic data for each sample of early inflorescence stages were obtained by sequencing using an Illumina HiSeq 2000 platform. All sequencing data were deposited in NCBI Sequence Read Archive (SRX12511660-SRX12511665) under a bioproject accession number PRJNA769249 shown in Table 1 and Gene Expression Omnibus (GEO) under accession number GSE186394.

**Table 1:** Transcriptomic dataset of early inflorescence stages.

No	Developmental Stage	Treatment	SRA	Reads	Mapped Reads (%)
1	Inflorescense at leaf axil -27	control	SRX12511664	7.046.558	79.32
2	Inflorescense at leaf axil -20	control	SRX12511663	7.129.648	78.83
3	Inflorescense at leaf axil +5	control	SRX12511662	6.697.791	79.30
4	Inflorescense at leaf axil -27	stress	SRX12511661	8.337.904	78.96
5	Inflorescense at leaf axil -20	stress	SRX12511660	7.256.915	78.40
6	Inflorescense at leaf axil +5	stress	SRX12511665	7.923.290	79.78

In total, 44.392.106 reads were reported with 78.4 - 79.32% mapped reads, which indicates a good mapping result to oil palm genome reference (GCF_000442705.1). 

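The reads and mapped percentages in Table 1 of the paper come to between 5311348 mapped reads (control, leaf axil +5) and 6583609 mapped reads (stress, leaf axil -27), and the mapped percentages listed there lie between 78.40% and 79.78%. The highest of these percentages is that of the stress library at leaf axil +5, and the lowest is that of the stress library at leaf axil -20. The FPKM values hold no read totals, but the ratio between libraries of what 1 fragment is worth can be read from genes with an FPKM under 1 in every library. Relative to the control library at leaf axil -27, the depth estimated this way was 1.01 for control -20, 0.949 for control +5, 1.19 for stress -27, 1.03 for stress -20 and 1.12 for stress +5. The mapped reads of Table 1 give 1.01, 0.95, 1.18, 1.02 and 1.13 in the same order, and the 2 estimates differed by at most 1.47%. The control library at leaf axil +5 had the lowest depth by both. The paper reads the mapped percentages as a good mapping result.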

The calculated Fragments Per Kilobase Million (FPKM) values for differential expression profiling analysis can be seen in Table S1 (10.6084/m9.figshare.19091951). 

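The FPKM table has 32099 gene records, of which 378 repeat the identifier of another record, and 5938 records are listed at 0 in all 6 libraries. An FPKM of at least 1 was reached by 20926 records in at least 1 library and by 15930 records in all 6. In the control tree, 18402 records reached it at leaf axil -27, 18396 at -20 and 19059 at +5. In the defoliated tree the numbers were 17926, 17857 and 18610 in the same order, lower than in the control at each leaf axil. The FPKM values of a library summed to between 238672 (stress, +5) and 268805 (control, +5). The 10 genes with the highest FPKM held 5.17%, 5.76% and 3.96% of this sum in the control at leaf axils -27, -20 and +5, and 6.70%, 7.00% and 5.89% under stress. With 1 library per treatment and leaf axil, these differences have no replicate check.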

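The distance between libraries was taken as 1 minus Pearson's r of log2(FPKM + 1) over the 18728 tested genes, a correlation across genes, which are not independent replicates. The libraries of leaf axils -27 and -20 were 0.0241 apart in the control tree and 0.0244 apart in the defoliated tree, the shortest of the 15 distances. The control and stress libraries were 0.0794 apart at leaf axil -27, 0.0858 at -20 and 0.167 at +5. Within the control tree, leaf axil +5 was 0.133 from -27 and 0.129 from -20, and within the defoliated tree it was 0.0971 and 0.0805. For all 6 libraries the nearest library had the same treatment. Classical multidimensional scaling of these distances placed 63.3% of the positive eigenvalues on the first dimension and 34.6% on the second. The control library at leaf axil +5 lay at 0.12 and 0.03 on the 2 dimensions and the stress library at +5 at -0.04 and 0.08, while the control libraries at -27 and -20 lay near 0.02 and -0.05 and the stress libraries at -27 and -20 had a negative first coordinate. The choice of genes moved these distances most: over the 99 genes past the threshold between control and stress, the distance between treatments at +5 was 1.06 times the mean of those at -20 and -27, against 2.02 times over all tested genes. Those 99 genes were selected for a difference between treatments that held at all 3 leaf axils, which by itself brings this ratio near 1. Over the 1000 most variable genes it was 1.72 times.

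**Figure D1:**
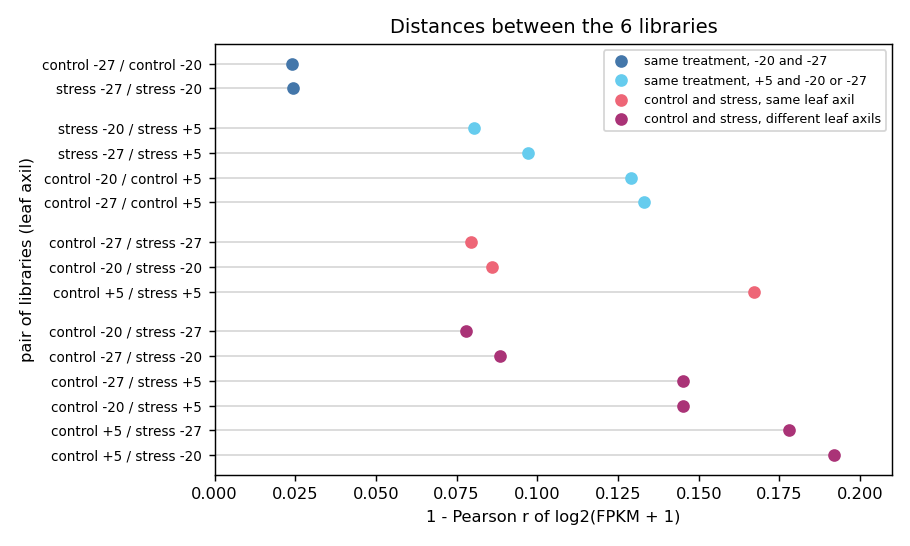
Distance between each pair of the 6 libraries, as 1 minus Pearson's r of log2(FPKM + 1), with pairs grouped by treatment and leaf axil and 1 point per pair. The pair of control and stress at leaf axil +5, at 0.167, lies to the right of the same pair at -27 (0.0794) and -20 (0.0858).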

Multidimensional scaling (MDS) analysis and heatmap clustering based on randomly selected differential expression genes (DEGs) can be seen in Fig. 2a and Fig. 2b, respectively. The complete list of identified DEGs between samples can be seen in Table S2 (10.6084/m9.figshare.19091954). Furthermore, these data can be used for further functional genomic studies related to inflorescence development or other related studies in oil palm species.

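Between the 3 control and the 3 stress libraries, 99 of the 18728 tested genes were past the threshold, 28 higher and 71 lower under stress, and all 99 changed in the same direction at the 3 leaf axils. The test picks genes with a small spread within a treatment, so this shared direction follows largely from the selection. At an adjusted p under 0.05 there were 465 genes, 163 higher and 302 lower. With the leaf axil as a replicate block, 32 genes were past the threshold, 9 higher and 23 lower, and 26 of them were among the 99. The block lowered this number but raised the number at an adjusted p under 0.05 to 664 genes, 216 higher and 448 lower, and that at an unadjusted p under 0.05 from 4191 to 5011. Deviations from the treatment mean of the 2 libraries of a leaf axil were correlated across genes, with r = 0.211 at -27, 0.344 at -20 and 0.409 at +5. With 1 library left out, the number past the threshold ranged from 0 to 89 genes, and at an unadjusted p under 0.05 from 2814 to 4642 genes. There were 89 genes past the threshold without control +5 and 14 without stress +5, but at most 1 without any early library. With log2 values centred on each library's median, 38 genes were higher and 62 lower. The gene LOC105035905 had the largest rise. It was listed at 0 in the 3 control libraries and had an FPKM of 13.4, 11.1 and 18.5 under stress at leaf axils -27, -20 and +5 (log2 fold change 3.91, standard error 0.21, adjusted p = 0.00166 from limma with Benjamini-Hochberg adjustment). A gene listed at 0 in 1 tree and expressed in the other may also reflect a genome difference between the 2 trees. The closing section weighs this for such genes. The FPKM of LOC105035502 was 1.3, 2.64 and 0.194 in the control and 25.0, 32.3 and 18.3 under stress (log2 fold change 3.57, standard error 0.41, adjusted p = 0.00958 from limma). The largest falls were those of LOC105057259, from 36.4, 47.8 and 99.1 to 1.55, 1.27 and 0.326 (log2 fold change -4.85, standard error 0.40, adjusted p = 0.00438 from limma), and LOC105058610, from 48.3, 56.1 and 23.5 to 0.362, 1.74 and 0.892 (log2 fold change -4.42, standard error 0.38, adjusted p = 0.00438 from limma). With the leaf axil as a replicate block, the adjusted p from limma was 0.00608 for LOC105035905, 0.00612 for LOC105035502, 0.0131 for LOC105057259 and 0.00848 for LOC105058610. The files pair these identifiers with no gene names.

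**Figure D2:**
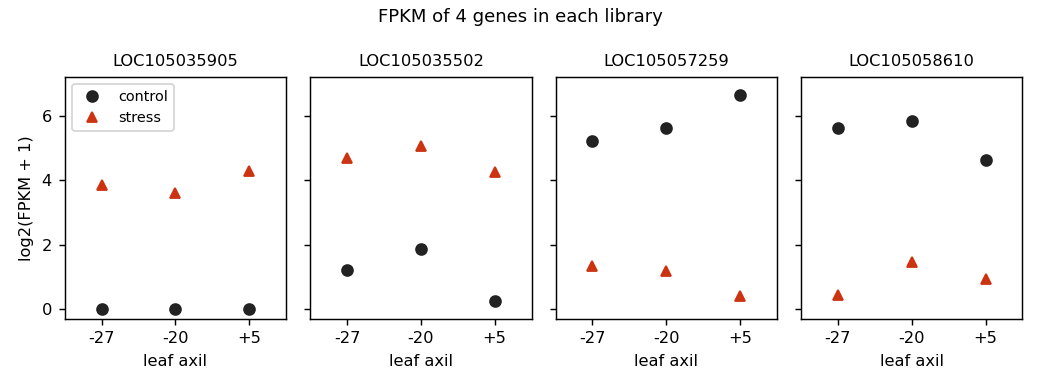
log2(FPKM + 1) of LOC105035905, LOC105035502, LOC105057259 and LOC105058610 at leaf axils -27, -20 and +5, with 1 point per library (circles, control; triangles, stress). The stress points lie above the control points at all 3 leaf axils for the first pair of genes and below them for the second pair.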

**Fig 2:**
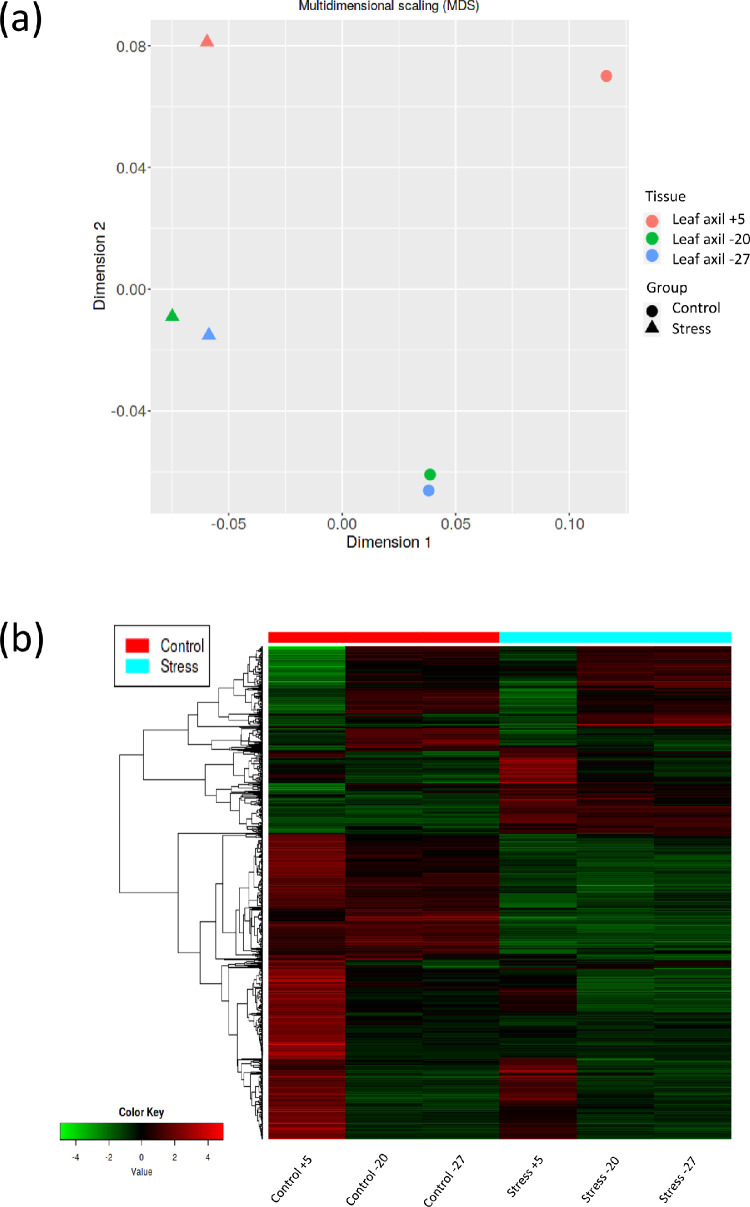
Clustering analysis among samples using multidimensional scaling (a) and heatmap (b).

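Fig. 2a sets the libraries of leaf axil +5 apart from those of -27 and -20. With the treatment in the model, 272 of the 18728 genes were past the threshold between leaf axil +5 and the other 2 leaf axils, 141 higher and 131 lower at +5 (125 and 162 after centring on medians). None of them was among the 99 genes past the threshold between control and stress. The test that gave the 99 had no leaf axil term, so a shift at +5 counted there as spread and worked against a call. The lack of shared genes therefore follows in part from the models. Without the treatment in the model 3 genes were past the threshold between +5 and the other leaf axils. Both fits counted leaf axils -27 and -20 of a tree as separate replicates, and leaf axil +5 had 1 library per tree. The 272 genes therefore describe these 2 trees. Across the 4 fits that each left out 1 early library, between 0 and 5 genes were past the threshold. Within the control tree, 2103 genes were at least 2-fold apart between +5 and the mean of -27 and -20, and within the defoliated tree 1277. Between leaf axils -20 and -27, 168 genes were at least 2-fold apart in each tree. For the difference of the treatment effect between leaf axil +5 and the other leaf axils, 92 genes were past the threshold in limma, 39 with a more positive and 53 with a more negative log2 fold change at +5. Each treatment has 1 library at +5, so there is no replicate at +5, and the spread in this test is only that between leaf axils -27 and -20 of a tree, with 2 residual degrees of freedom. The 92 genes therefore describe these libraries. No gene was past the threshold when the variance prior had no mean-variance trend (4353 genes at an unadjusted p under 0.05). On simulated values with noise from the moderated standard deviations, the test called all 200 changed genes and also 19 unchanged genes, and with noise from the raw standard deviations it called 0 of the 200. Changed genes moved by 3 on the log2 scale, and for each gene all libraries had noise of the same size. The simulation therefore cannot show how the test behaves if libraries at +5 vary more than the early ones. After quantile normalization 52 genes past the threshold had a more positive and 42 a more negative log2 fold change at +5, and after centring on medians 15 and 16.

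**Figure D3:**
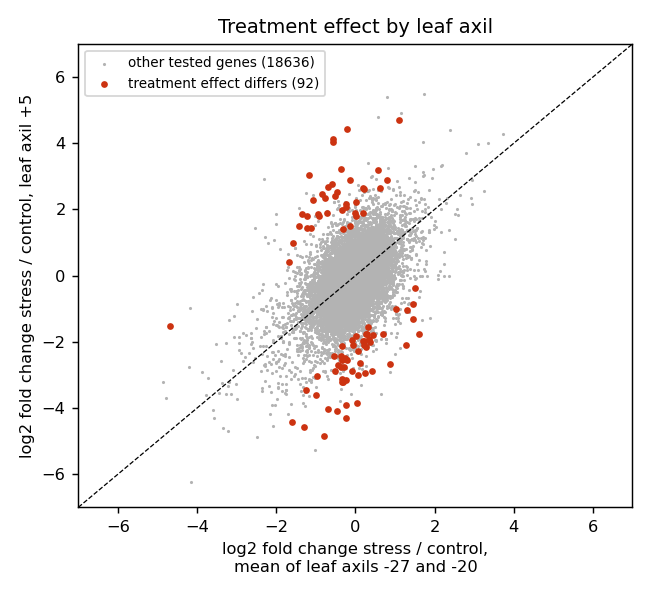
log2 fold change of stress over control on the log2(FPKM + 1) scale, at leaf axil +5 (vertical) against the mean of leaf axils -27 and -20 (horizontal), with 1 point per tested gene and the dashed line where both are equal. The 92 genes past the threshold of the test of the difference lie away from the dashed line, 39 above it and 53 below it.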

## 2 Experimental Design, Materials and Methods

### 2.1 Plant material and treatment

The control and complete defoliation treatment were applied to a sample of oil palm trees (15 years old) planted at the Gunung Sejahtera Ibu Pertiwi Plantation, Kalimantan Tengah, Indonesia. The complete defoliation treatment was conducted as Durand-Gasselin et al. [3] described. The control and complete defoliation treatment can be seen in Fig. 1. The term “control” refers to the fact that no treatment is conducted to the individual. On the other hand, the complete defoliation treatment consisted of removing all the leaves by pruning and conserving only the center unopened one to avoid tree death. Later, both trees were felled 45 days after the treatment [4]. Before the trees were felled, each leaf frond was marked with a corresponding leaf number to make it easier to count and sample the inflorescence. Samples were taken from three separate phases of the growing inflorescence, reflecting three consequential stages of the oil palm inflorescence (Fig. 1). The three different phases of inflorescence development from which tissues were taken are: the un-emitted inflorescence at leaf axil number +5 (stage 3), the inflorescence at leaf axil number -20 (stage 2), and the inflorescence at leaf axil number -27 (stage 1). Samples collected for transcriptomic analysis were immediately frozen in liquid nitrogen and stored at -80°C until further used.

### 2.2 RNA extraction and sequencing

Total RNA was isolated from 100 mg of tissues using the RNeasy Plant Mini Kit (Qiagen Inc. Valencia, CA, USA) according to the manufacturer's protocol. The quality and quantity of extracted RNA were measured using NanoDrop spectrophotometer (Thermo Fisher Scientific) and Qubit fluorometer (Invitrogen), followed by visualization on 0.8% agarose gel. Complete sequence library preparation and transcriptome sequencing for the Illumina HiSeq 2000 protocols were conducted by Macrogen, Inc. (Seoul, Korea). The FASTQ file generation was performed by Illumina Pipeline (CASSAVA) software v1.8.2 (Illumina Inc.).

### 2.3 Data analysis

FastQC version 0.11.5 software was used for quality-checked the sequenced reads. Given the high quality of the sequenced reads, we omitted the trimming procedure to prevent any potential biases, as previously reported [5]. The program HISAT2 (v2.1.0) [6] was used to align sequencing reads to the reference genome of oil palm (GCF_000442705.1). The gene abundances were quantified using StringTie (v1.3.4) [7]. The estimated read counts and calculated Fragments Per Kilobase Million (FPKM) were used for differential expression analysis. Statistical analysis of differential gene expression was conducted with DESeq2 (v1.18.1) [8]. Transcripts with a minimum two-fold change (FC) value and with a significance value of 0.01 after application of Benjamini–Hochberg false discovery rate (FDR) were considered as differentially expressed genes between control and defoliation treatment groups. 

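Between the 2 libraries of a leaf axil, without a test since each has 1 library per treatment, 497 genes were at least 2-fold higher and 763 at least 2-fold lower under stress at leaf axil -27, on the log2(FPKM + 1) scale. At leaf axil -20 the numbers were 477 and 916, and at +5 they were 1108 and 1920. The median log2 fold change of the tested genes was -0.03 at -27, -0.06 at -20 and -0.11 at +5. With each library centred on its median, the numbers were 553 higher and 688 lower at -27, 632 and 746 at -20, and 1493 and 1425 at +5. Centring shifts all genes of a leaf axil alike, by the difference of the library medians. Over all 3 leaf axils, 136 genes were at least 2-fold higher and 301 at least 2-fold lower each time, against 0.75 and 3.83 if the leaf axils were independent. Across genes, which are not independent replicates, the log2 fold changes at -20 and -27 had a Pearson's r of 0.713, those at +5 and -20 of 0.534, and those at +5 and -27 of 0.403.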

All the samples were clustered using both multidimensional scaling (MDS) and heatmap analysis based on the relative expression of DEGs to investigate the overall expression patterns between control and defoliation treatment groups.

## Ethics Statements

Not applicable.

## CRediT Author Statement

**Ardha Apriyanto**: Conceptualization, Methodology, Formal analysis, Investigation, Resources, Data curation, Visualization, Writing, Reviewing, and Editing; **Walter Ajambang**: Conceptualization, Methodology, Investigation, Reviewing, and Editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

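RNA from inflorescences at leaf axils -27, -20 and +5 of 1 control and 1 completely defoliated oil palm was sequenced, giving 6 libraries with 1 library per treatment and leaf axil. The authors checked the reads with FastQC, did not trim them, aligned them with HISAT2 to the oil palm genome and quantified genes with StringTie. The authors deposited FPKM values, with no filter on low values and with some identifiers on more than 1 record. The paper's text does not name a further scaling between libraries. The paper's DESeq2 test used estimated read counts, which were not analysed here, and the paper's list of differentially expressed genes was not used here.

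From the deposited FPKM values, log2(FPKM + 1) was computed and genes with an FPKM of at least 1 in at least 3 libraries were kept, 18728 of 32099 records. Tests used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) with Benjamini-Hochberg adjustment. A gene was past the threshold at an adjusted p under 0.01 and an absolute log2 fold change of at least 1, the paper's criteria. Control was tested against stress without a covariate, leaf axil +5 against -27 and -20 with the treatment as covariate, and the difference of the treatment effect between +5 and the early leaf axils (-27 and -20) over 4 cell means. The leaf axil also served as a replicate block in an alternative test of control against stress. The pairing comes from the leaf axil in the sample labels and in Table 1. The genes named at the comparison of control and stress were the 2 with the largest rise and the 2 with the largest fall among genes past the threshold that changed the same way at all 3 leaf axils, a rule set beforehand for the case that no table names the genes. Distances were 1 minus Pearson's r, scaled to 2 dimensions with cmdscale. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

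The tests were tested on simulated data for 18728 genes, 200 of them changed by 3 on the log2 scale. With noise from the moderated standard deviations, the test of control against stress called 194 changed and 6 unchanged genes, that of leaf axil +5 called 200 and 2, and that of the difference of the treatment effect called 200 and 19. With noise from the raw standard deviations they called 176, 173 and 0 changed genes. The moderated version was added after the test of the difference had called none of the changed genes with raw noise. Under the moderated noise unchanged genes made up 3% of the calls of the test of control against stress and 8.68% of those of the test of the difference, both above what an adjusted p under 0.01 allows, and 0.99% of those of the test of leaf axil +5. Each simulation was a single draw with noise of the same size in all libraries of a gene, so these shares are rough.

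Gene identifiers were matched by symbol to a RefSeq gene table of EG11, a newer assembly than the one the authors used. It matched 28655 records (89.3%), and was used for symbols, for which genes neighbour each other and for which genes it lacks. It gives no product names, so the planned test of gene sets by product was not run. Depth per library is known from the paper's Table 1, and the FPKM values give relative depth only, so no counting intervals were computed. Alternatives were another pseudocount (0.1), no filter, a mean FPKM of at least 5, quantile normalization, centring on medians, other variance priors, other thresholds, the replicate block and leaving out each library.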

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

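Several tests were chosen after the results they bear on were seen. They are those of a mislabelled sample, of an early library from the other tree and of exchanged +5 libraries. Others are those of the control +5 library, of neighbouring genes among other changed genes and of failed estimates in other splits. Centring on medians was an alternative set before the data were examined, and its use to weigh a difference in scaling here was chosen afterwards.

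A test of the difference of the treatment effect between leaf axil +5 and leaf axils -27 and -20 put 92 genes past the threshold. It has 1 library per treatment at +5 and takes its spread from the early leaf axils alone, so it has no replicate at +5. Of the 92 genes, 47 had their highest and 32 their lowest value in the control library at +5. The stress library at +5 held the highest value of 19 and the lowest of 31. Among all 18728 tested genes, 5870 had their highest value in the control library at +5. A difference in scaling between libraries was weighed by quantile normalization, which left 94 genes past the threshold, 77 of them among the 92, and by centring on medians, which left 31, all among the 92. Centring shifts the tested difference of every gene alike. For the 61 genes lost under centring, the log2 fold change of this difference moved by at most 0.08. It was at least 1.66 in size before centring, so these genes were bound to keep their direction. Their adjusted p from limma after centring lay between 0.0104 and 0.0144, so they crossed the threshold by a small margin. Centring reaches only a common shift, so the lower number does not decide whether a difference in scaling is the cause. Low depth at leaf axil +5 was weighed by restricting the test to genes with a mean FPKM of at least 5, of which 0.948% were past the threshold, against 0.491% of all tested genes. Relative to control -27, depth was 0.949 in the control and 1.12 under stress at +5, so low depth does not account for the pattern. A mislabelled sample was weighed by setting the mapped reads of Table 1 against the depth read from low FPKM values. The labelled assignment had the smallest deviation, 0.76%, and 1 of the 720 assignments, the labelled one, reached it. The next assignment, at 0.88%, trades the control libraries of -27 and -20, which the test pools, so it leaves the result as it is. The best one that moves a +5 library came to 2.95%, and the best one that moves a library between treatments to 1.22%. The mapped reads and the FPKM values come from the same sequenced libraries, so this check covers the naming of the columns only. It cannot see samples exchanged before sequencing. An early library from the other tree was weighed by distance: early libraries of different trees were at least 0.0778 apart, against 0.0241 and 0.0244 within a tree. With the +5 libraries of the 2 trees exchanged, 1 gene switched between an FPKM of 0.1 or less and of 1 or more, against 49 as labelled. The control +5 library was 1.48 times as far from the early libraries of its tree as the stress +5 library was from those of its own. With 1 library in each cell, the pattern cannot be told apart from a single control inflorescence that departs from its tree, nor from a difference between the 2 trees. The number of genes also depends on the variance prior, since 0 genes were past the threshold without a mean-variance trend (4353 at an unadjusted p under 0.05), and the test called 19 unchanged genes in simulated values.

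A signal appeared in genes the paper does not discuss. In all 3 control libraries 21 genes had an FPKM of 0.1 or less and in all 3 stress libraries an FPKM of 1 or more, and 28 genes showed the opposite, 49 in all. Of the 99 genes past the threshold between control and stress, 22 were among these 49. In the 9 other splits of the 6 libraries into 3 and 3, between 0 and 2 genes showed such a switch, so 1 of the 10 splits, the real one, gave as many. With 10 splits the share cannot fall under 0.1. Estimates that failed and were listed at 0 were weighed by genes at 0 in a single library and at 5 or more in the other 5, of which there was 1, against 4 switched genes listed at 0 in 1 tree and at 5 or more in the other. At an FPKM of 1 or more on the expressed side there were 25 such genes at 0 in a single library, against 31 switched genes listed at 0 in 1 tree, so single zeros are not rare. Failures that strike libraries regardless of the tree would also give switches in the other splits, where at most 2 genes switched against 49 in the real one, so they do not account for the pattern. A genome difference between the 2 trees, such as a deleted or diverged segment, is a candidate explanation. Of the 45 switched genes with a position, 5 pairs were neighbours, all switched in the same direction. Neighbours were next to each other among the tested or switched genes with a position, so other genes can lie between them. A permutation test set this against a median of 0 and at most 3 in 10000 random lists matched on expression (p = 0.0001, the smallest that 10000 lists can give). Co-regulated neighbours would give the same, so lists of the same size were drawn from 342 other genes at least 2-fold apart in the same direction at all 3 leaf axils. At most 3 pairs were neighbours in those lists (share 1e-04, the smallest they can give). The 342 genes as a whole had 7 neighbouring pairs, against a median of 6 in matched random lists (permutation test, p = 0.489). They showed no clear excess of neighbours, so this comparison cannot weigh co-regulation among switched genes. Reads shared between neighbouring paralogs were not tested. The switched genes were absent from the newer gene table in 8.2% of cases against 6.04% of the other tested genes (Fisher's exact test, 2-sided, p = 0.539). With 1 tree per treatment, a response to defoliation and a genome difference cannot be told apart.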

How the results depend on the processing

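The alternatives below were set before the data were examined. Of the alternatives for counts, DESeq2 was not run because the files hold FPKM, and the test of gene sets with its alternatives was not run because no table gives product names. For the difference of the treatment effect no library was left out, and for leaf axil +5 no +5 library was left out, since an arm would keep 1 library.

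Between control and stress, 99 genes were past the threshold. There were 54 without a filter, 32 with a mean FPKM of at least 5, 465 at an adjusted p under 0.05, 32 with the leaf axil as replicate block and 33 with the replicate block and a pseudocount of 0.1. The cause was not tested. The number stayed within 1.5 times of 99 with a pseudocount of 0.1 (69), quantile normalization (100), median centring (100), no mean-variance trend (105), robust eBayes (105) and no minimum fold change (99). It ranged from 0 to 89 genes across the 6 fits that each left out 1 library, and between 0 and 55 of those genes were among the 99. The 89 genes came without control +5 and 14 without stress +5, while leaving out any early library left at most 1. At an unadjusted p under 0.05 those fits gave between 2814 and 4642 genes. The share of higher genes was 28.3%, and 38% after either scaling.

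Between leaf axil +5 and the others, 272 genes were past the threshold, with 115 without a filter, 171 with a mean FPKM of at least 5, 809 at an adjusted p under 0.05 and 3 without the treatment as covariate. The balance of 141 higher and 131 lower changed to 76 and 39 without a filter, 103 and 124 with a pseudocount of 0.1, and 125 and 162 after median centring. Across the 4 fits that each left out 1 early library it ranged from 0 to 5 genes, and from 3622 to 4170 at an unadjusted p under 0.05. For the difference of the treatment effect there were 92 genes, with 0 without a filter (6401 at an unadjusted p under 0.05), 31 after median centring, 0 without a mean-variance trend (4353 at an unadjusted p under 0.05) and 879 at an adjusted p under 0.05. The share with a more positive change at +5 was 42.4% (39 of 92), and 55.3% after quantile normalization (52 of 94) and 58.1% with a pseudocount of 0.1 (36 of 62), so which direction was more frequent depends on the setting. The cause was not tested.

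Genes at least 2-fold apart between treatments numbered 1260 at leaf axil -27, 1393 at -20 and 3028 at +5. With a pseudocount of 0.1 there were 2229 at -27, 2505 at -20 and 4291 at +5. With a mean FPKM of at least 5 there were 643, 741 and 1727 in the same order. The share of higher genes at +5 was 36.6%, and 49% after quantile normalization and 51.2% after median centring. At -20 it was 34.2%, and 45.7% and 45.9%. Centring removes the difference between the library medians of stress and control, -0.04 at -27, -0.09 at -20 and -0.14 at +5 on the log2 scale, from every gene alike, so the balance of higher and lower genes under it follows in part from the centring.

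The distance between treatments at +5 was 2.02 times that at -20 and -27. It was 1.06 times over the genes past the threshold, 1.72 times over the 1000 most variable genes, 1.88 times with Spearman and 1.74 times with a pseudocount of 0.1. The distance from +5 to the early leaf axils in the control was 1.48 times that in the defoliated tree, and 0.781 times over the genes past the threshold. The genes past the threshold were chosen for the treatment, so this setting favours the distance between treatments. All 6 libraries had their nearest library in the same treatment under the 6 alternatives.

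For the 4 named genes, 33 of 60 alternative fits kept the direction and the call and 27 kept the direction only. The 1 library per treatment and leaf axil limits every comparison at a single leaf axil to a description of those libraries.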

Differences from the paper's values

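Distances on the plane of the multidimensional scaling were compared for 7 pairs of libraries. The paper's text names no distance measure for its scaling, so the 2 sets of distances may not share a scale. Over all tested genes, every pair except the control libraries at -20 and -27 came within 1.5 times of the paper's distance. For the control libraries at leaf axils -20 and -27 the paper's points are about 0.0051 apart in Fig. 2a, read by eye, where the points touch, against 0.0022 here. Of the alternatives set before the data were examined, Spearman in place of Pearson (0.00407) came within 1.5 times of the paper's distance. The genes past the threshold (0.0142), the 1000 most variable genes (0.0134), a pseudocount of 0.1 (0.00198), no filter (0.00174) and quantile normalization (0.00222) did not. The paper based its scaling on a random selection of its own differentially expressed genes, which were not used here. Over the genes past the threshold, control and stress were 0.946 apart at leaf axil +5, 0.915 at -20 and 0.864 at -27. The paper's points are about 0.18, 0.13 and 0.11 apart in the same order. Of the 7 pairs, only the stress libraries at +5 and -20 came within 1.5 times under this setting (0.0974 against 0.091).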

Other observations

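The tests of other splits of the libraries were chosen after the number of genes past the threshold between control and stress was seen.

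For the 99 genes past the threshold between control and stress, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes. The other splits gave 0 genes past the threshold and between 77 and 1296 genes at an unadjusted p under 0.05, against 4191 for the real split. Among the 4 splits that part the 2 libraries of each leaf axil, 1, the real one, gave as many. With so few splits neither share can fall under 0.05. After centring on medians, 86.9% of the 99 genes stayed past the threshold. Centring moves all genes of a library alike. The library medians of stress and control differed by -0.04 at -27, -0.09 at -20 and -0.14 at +5. These shifts are small against the log2 fold change of at least 1 of the 99 genes. A common shift of that size does not account for most of them, and the check does not reach other differences in scaling. A difference between the 2 trees that has nothing to do with defoliation cannot be told apart from the treatment.

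Among 44 tested nuclear genes that carry a symbol or synonym in the file or the newer gene table, 5 were at least 2-fold apart between treatments in the same direction at all 3 leaf axils, and they were chosen after their values were seen. DRM was 5.20, 6.14 and 21.7 times as high under stress at leaf axils -27, -20 and +5, and CAT2 (LOC105054906) and ARP (LOC105061558) were also higher. FB1 (LOC105032735) and CaRP2B (LOC105038220) were lower. Adjusted over the 44 genes alone, without the leaf axil in the model, the p from limma was 0.00679 for FB1. It was 0.00802 for CaRP2B, 0.00802 for ARP, 0.116 for DRM and 0.123 for CAT2. Without the leaf axil in the model, none of the 5 was past the threshold over all tested genes: the adjusted p from limma was 0.185 for DRM, 0.211 for CAT2, 0.0308 for ARP, 0.0164 for FB1 and 0.0298 for CaRP2B. With the leaf axil as a replicate block, FB1 was past it (log2 fold change -3.33, lower at 3 of 3 leaf axils, adjusted p = 0.00608 from limma), also with a pseudocount of 0.1, and the others were not, with an adjusted p from limma of 0.027 for DRM, 0.0216 for CAT2, 0.0288 for ARP and 0.0181 for CaRP2B. Over the 15 alternatives the adjusted p from limma ranged from 0.00608 to 0.0942 for FB1, 0.0259 to 0.375 for DRM, 0.0216 to 0.418 for CAT2, 0.0156 to 0.16 for ARP and 0.0181 to 0.14 for CaRP2B, and the direction was kept in each.

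Of the MADS-box genes with a symbol, a list made after the values were seen, SQUA1 had an FPKM of 124 in the control and 150 under stress at leaf axil +5 and between 4.10 and 8.43 at the early leaf axils (log2 fold change between leaf axils 4.29, standard error 0.25, adjusted p = 0.00201 from limma). Its log2 fold change between treatments was 0.06 (standard error 1.53, adjusted p = 0.985 from limma). The other tested MADS-box genes, GLO2 and GLO1 (LOC105037274), were lower under stress at all 3 leaf axils. Their log2 fold changes were -1.06 and -0.314 (adjusted p = 0.161 and 0.558 from limma). With the leaf axil as a replicate block, the adjusted p from limma was 0.863 for SQUA1, 0.0721 for GLO2 and 0.246 for GLO1. AGL6-1 had an FPKM of 2.21 in the control at leaf axil +5 and was listed at 0 in the other 5 libraries. AGL2-5 (LOC105057174) had an FPKM of 7.19 in the control and 1.95 under stress at +5. AGL6-1 and AGL2-5 were below the filter and were not tested.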
